A study of Mus musculus with 4 samples. Its data were reported in "Cohesin-mediated interactions organize chromosomal domain architecture" (2013).

How the data were processed

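Rad21 ChIP-seq was done in mouse NSCs and ASTs, with 1 Rad21 library and 1 input library per cell type. NSCs were grown with EGF and FGF, and ASTs with BMP, FGF and laminin. Chromatin was fixed with formaldehyde, sonicated and precipitated with a Rad21 antibody, and libraries were amplified and sequenced. Cell types and antibodies were taken from the sample labels. The running numbers that end the sample titles were not read as replicate numbers.

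The submitters' processing notes name Bowtie 1.0.0, MACS2 2.0.9 and the mouse genome build mm9. The settings, the read filters and the q threshold were not given in the sources used here. The authors deposited 1 list of called peaks per cell type, with the start, end and summit of each peak as genome positions. The deposited fold enrichment is a ratio of the fragment pile-up at the summit to the caller's local background. The deposited p and q per peak, the caller's comparison of the pile-up with the local background, are given as −log10 values. In the authors' deposited table the lowest −log10 q was 1.02 for NSCs and 1.03 for ASTs, a q of 0.0955 and 0.0933. A peak missing from a list is a peak that was not called, which need not be an unbound site, and depth was not measured here. Each list stands for 1 Rad21 library. Fold enrichment was used to describe, rank or filter peaks within a list and to recover the background. Positions are printed counting from 1.

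No interval occurred more than once in a list. A peak was called shared when it overlapped a peak of the other list by at least 1 bp, and cell-type-only otherwise. Shares have exact binomial 95% intervals (Clopper-Pearson), which describe counting error within these libraries. No p-value between cell types was computed, since each has 1 library. The share that chance gives was taken from 1000 random placements of each list, uniform within chromosomes up to the last peak of either list. Bins of equal size, 4 per list, were formed from a list's own fold enrichment. Distances between adjacent peaks were measured from start to start and set beside 100 random placements. Windows were fixed, 1 Mb long and not overlapping, with a peak assigned by its start. Peaks per Mb were counted over each chromosome up to its last peak in either list.

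The caller's background per peak was recovered from the deposited fold enrichment and −log10 p, taking the p to be a Poisson tail at the pile-up, with 1 scale factor per list fitted on peaks of fold enrichment over 8. This gave back the deposited −log10 p within 0.05 for 99.995% of NSC peaks (scale 0.944) and 100% of AST peaks (scale 1). The usual background, the median over peaks of fold enrichment over 8, was 3.22 fragments in NSCs and 2.63 in ASTs, a ratio of 1.22. Background over 1.1 times the usual was called raised. On simulated lists of the same lengths, background was recovered within 2% for 99.9% of 18405 NSC peaks and 99.99% of 16157 AST peaks, and a planted shared share of 50.0% was recovered exactly.

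Peaks and windows named by position were chosen by a rule set before the data were examined, apart from the exceptions below. In each list it took the 5 peaks of highest fold enrichment and the 5 cell-type-only peaks of highest fold enrichment. It also took the 3 windows with most peaks and with most cell-type-only peaks, ties being taken in order of chromosome name. The exceptions, named after the data had been seen, are the densest runs of cell-type-only peaks, with the NSC peak there, and the windows of high background. The planned tests of peaks against transcription start sites and fixed gene lists were not run. The gene table used here is of build GRCm38, and peaks of 10 chromosomes lay beyond its last gene. The planned search for the CTCF motif was not run, because no mm9 sequence was available here. Coordinates were not converted, and gene names were not assigned.

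Alternatives set before the data were examined were −log10 q of at least 5 or 10, lists held to equal length by −log10 p, reciprocal overlap of at least 0.5 of each peak, summits within 200 bp, gaps of up to 1 kb, local random moves of 50 to 500 kb, merging of peaks under 1 kb apart, windows of 500 kb, autosomes alone, and counting of every line. Added after the data had been seen were lists without peaks of background over 10, without peaks of fold enrichment 15 or more and width under 250 bp, and without chromosome 1, and the equal-length and overlap settings for the division of cell-type-only peaks by chromosome. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.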

Results

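Binding of Rad21, a core subunit of the cohesin ring, was mapped by ChIP-seq in mouse neural stem cells (NSCs) and in astrocytes (ASTs). NSCs are dividing precursors of neurons and glia, and the ASTs of this study are their non-dividing progeny, obtained by exposing NSCs to BMP. Each cell type had 1 Rad21 library and 1 input library of unselected chromatin, 4 libraries in all, so there were no replicates and no difference between the cell types could be set against a spread between replicates. The measurements were 2 lists of peaks, positions where the authors' peak caller found more Rad21 fragments than local background. Read totals per library were not given in the sources used here. Intervals on shares are exact binomial 95% intervals, which cover counting error only.

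The first comparison asked how many cohesin sites each cell type had and how they were spaced. NSCs had 18405 Rad21 peaks and ASTs had 16157, or 1.14 times as many in NSCs. The caller's usual background was also higher in NSCs, at 3.22 fragments against 2.63, a ratio of 1.22. Whether a difference in depth accounts for the difference in peak number was not tested. Peaks covered 4612 kb in NSCs and 3472 kb in ASTs. In both cell types sites lay closer together than random positions on the same chromosomes: the median distance between adjacent peaks was 58.9 kb in NSCs against 96.0 kb for random placement, and 68.1 kb in ASTs against 109.2 kb. The full range of the 100 random placements was 94.1 to 97.9 kb in NSCs and 107.0 to 111.1 kb in ASTs. Adjacent peaks under 10 kb apart made up 15.8% of NSC gaps and 13.4% of AST gaps.

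Peaks were narrow in both lists. The median width was 232 bp in NSCs (quartiles 175 and 305) and 204 bp in ASTs (quartiles 158 and 248). The authors' fold enrichment per peak, a value of the peak within its own list, had a median of 8.66 in NSCs (quartiles 6.13 and 13.2) and 7.98 in ASTs (quartiles 6.08 and 10.9). The 5 NSC peaks of highest fold enrichment were all found in ASTs too, and the same held for the 5 highest AST peaks. They included a site on chromosome 8 that stood among the 5 highest in each list, at 47019936 to 47020603 in NSCs (fold enrichment 49.3) and at 47019995 to 47020483 in ASTs (47.5), in mm9 coordinates. The highest NSC peak lay on chromosome 8 at 116188396 to 116188807 (52.3), and a pair of the other 4 lay on chromosome 1, at 156853531 to 156854153 (52.2) and 156633356 to 156633771 (47.5). The remaining one lay on chromosome X at 71658728 to 71659081 (48.1). The highest AST peaks lay on chromosome 6 at 125826861 to 125827368 (79.85) and on chromosome 17 at 4626067 to 4626694 (71.1), followed by sites on chromosome 12 at 13221630 to 13222099 (52.1) and on chromosome 19 at 9206659 to 9206906 (47.5). The number of peaks depends on the threshold: at a −log10 q of at least 10 it was 11879 in NSCs and 8524 in ASTs.

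The next comparison asked how far the cohesin sites of stem cells and astrocytes were the same. Most were: 12054 of the 18405 NSC peaks (65.5%, 64.8 to 66.2) overlapped an AST peak by at least 1 bp, and 12074 of the 16157 AST peaks (74.7%, 74.1 to 75.4) overlapped an NSC peak. Random placement within chromosomes gave 0.298% in NSCs and 0.338% in ASTs on average over 1000 draws, and no draw exceeded 0.424% and 0.514%. That left 6351 NSC-only and 4083 AST-only peaks. At a −log10 q of at least 10 there were 5116 and 1756. This threshold cut both lists, to 11879 NSC and 8524 AST peaks. Peaks whose partner fell below it were therefore counted as cell-type-only. Shared peaks were stronger and wider than the others within each list. The median fold enrichment was 11.15 for shared against 6.13 for NSC-only peaks in NSCs, and 8.55 for shared against 6.46 for AST-only peaks in ASTs. Median widths were 267 and 176 bp in NSCs, and 214 and 162 bp in ASTs. Since the shared counts were nearly equal, the difference between the shares is that between the list lengths.

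Whether a site was found in the other cell type depended on its strength. With each list divided by fold enrichment into 4 bins of equal size, the share of NSC peaks found in ASTs was, from the lowest bin to the highest, 31.3% (29.995 to 32.7), 53.8% (52.3 to 55.2), 80.2% (79.0 to 81.3) and 96.7% (96.2 to 97.2). For AST peaks found in NSCs it was 56.4% (54.8 to 57.9), 70.5% (69.1 to 71.9), 82.8% (81.6 to 84.0) and 89.2% (88.2 to 90.1). The intervals of successive bins did not overlap. The highest bin held 151 NSC peaks that were missing from the AST list and 436 AST peaks that were missing from the NSC list.

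**Figure D1:**
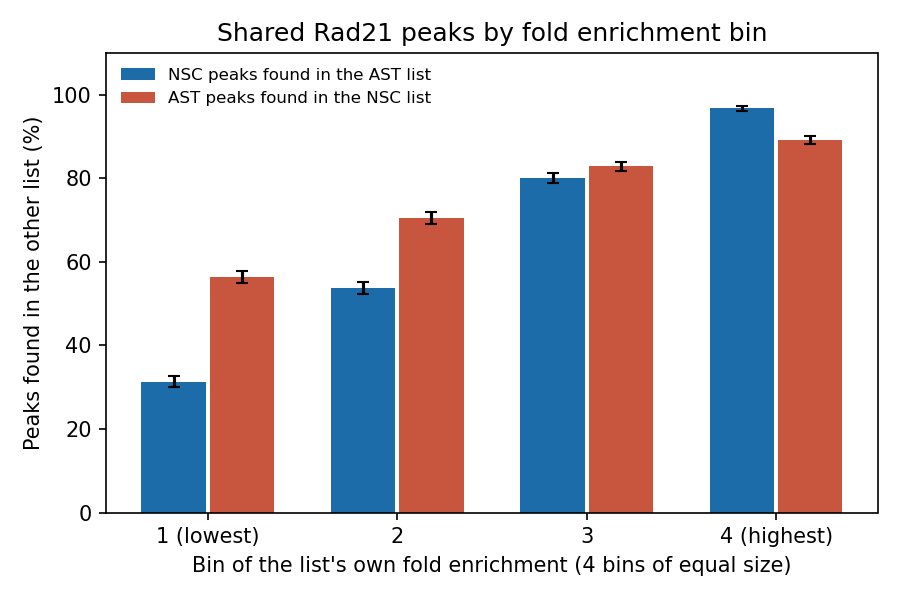
Share of Rad21 peaks found in the other cell type's list (percent, vertical axis) by bin of the list's own fold enrichment (horizontal axis), with NSC peaks in blue, AST peaks in red and exact 95% binomial intervals as error bars. The share rises from 31.3% to 96.7% for NSC peaks and from 56.4% to 89.2% for AST peaks.

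Among strong AST sites, those of fold enrichment 15 or more, the ones missing from the NSC list were nearly all narrow. Of the strong AST peaks under 250 bp, 125 of 402 were AST-only (31.1%, 26.6 to 35.9), and of those of 250 bp or more, 8 of 1075 were (0.744%, 0.322 to 1.46). The 125 narrow AST-only peaks had a mean width of 228 bp ± 5.70 (SD over peaks). In all, 133 of 1477 strong AST peaks were missing from the NSC list (9.005%, 7.59 to 10.6). Strong NSC peaks missing from the AST list numbered 64 of 3458 (1.85%, 1.43 to 2.36), with 8 of 177 narrow ones (4.52%, 1.97 to 8.71) and 56 of 3281 wider ones (1.71%, 1.29 to 2.21). The limits of 15 and 250 bp were chosen after the data had been seen, and a fold enrichment of 15 need not mean the same in both lists. The order of the cell types depended on the settings. In all, 12.6% of strong NSC and 11.4% of strong AST peaks were missing at a −log10 q of at least 10. With reciprocal overlap it was 9.60% and 10.8%, and with the other settings the share stayed higher in ASTs. Each threshold was applied to both lists, so a strong peak also counted as missing when its partner fell below the threshold. The NSC shares by width also depended on the settings. With a −log10 q of at least 5 and 10, the missing share was 9.60% and 31.6% for narrow and 3.2002% and 11.6% for wider strong NSC peaks, and with reciprocal overlap it was 5.08% and 9.84%. For AST peaks it was 32.8% and 39.1% for narrow and 0.744% and 1.12% for wider ones with those thresholds, and 34.1% and 2.05% with reciprocal overlap.

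**Figure D2:**
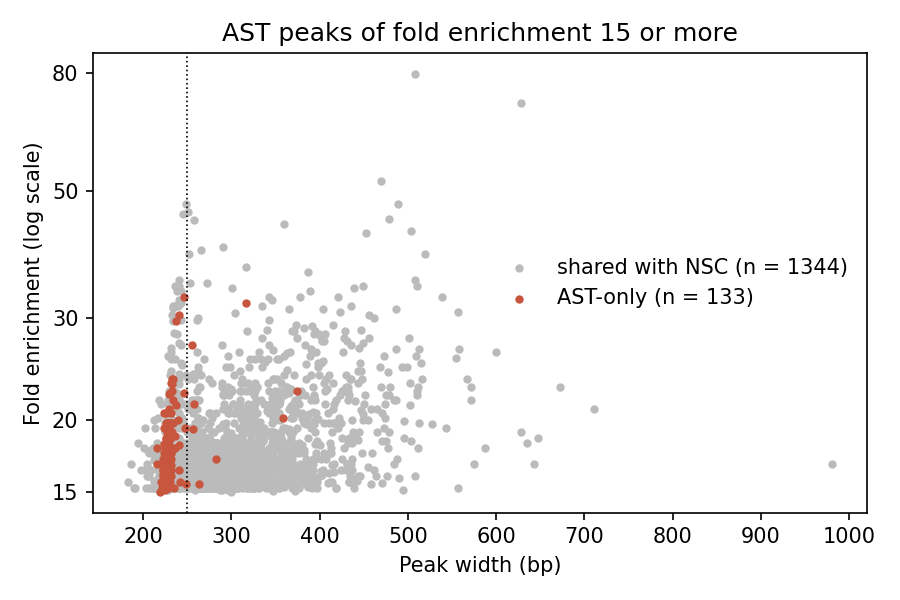
Width (bp, horizontal axis) and fold enrichment (log scale, vertical axis) of the 1477 AST peaks of fold enrichment 15 or more, each point a peak, shared with NSCs in grey (1344) or AST-only in red (133). The AST-only peaks crowd into a column left of the dotted line at 250 bp, with a median width of 227 bp against 309 bp for the shared peaks.

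The strongest cell-type-only sites were the following, in mm9 coordinates. Among NSC-only peaks they lay on chromosome 8 at 22925511 to 22925916 (fold enrichment 23.2), chromosome 9 at 40798040 to 40798327 (23.2), chromosome 16 at 18798925 to 18799242 (21.7), chromosome 1 at 171277825 to 171278172 (21.1) and chromosome 17 at 84785087 to 84785378 (20.8). Among AST-only peaks they lay on chromosome 4 at 120697404 to 120697649 (32.7) and 127573359 to 127573674 (31.9), chromosome 8 at 108635986 to 108636226 (30.4), chromosome 19 at 24282038 to 24282274 (29.7) and chromosome 11 at 104382736 to 104382990 (27.0). Of these 5 AST-only peaks, 3 were narrow, with widths of 246, 241 and 237 bp. What these positions hold in the gene annotation was not analysed here.

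Chromosomes differed in how their cell-type-only sites were divided. Over the genome, 60.9% (59.9 to 61.8) of the 10434 cell-type-only peaks were NSC-only. The share was higher on chromosome 3 (67.5%, 63.5 to 71.3), chromosome 1 (66.5%, 63.7 to 69.3) and chromosome 6 (65.0%, 60.9 to 68.9). It was lower on chromosome 11 (51.1%, 47.0 to 55.1), chromosome X (53.7%, 48.8 to 58.5), chromosome 19 (53.8%, 47.6 to 59.9), chromosome 7 (55.4%, 51.3 to 59.4) and chromosome 8 (56.1%, 51.6 to 60.5). On the remaining 12 of 20 chromosomes the interval included the genome-wide share. Peak density was highest on chromosome 11 in both cell types, at 9.81 peaks per Mb in NSCs and 9.71 in ASTs, and lowest on chromosome X among chromosomes 1 to 19 and X, at 2.88 and 2.70 peaks per Mb. Chromosome X also had the lowest shared share of these, 52.7% of NSC and 56.3% of AST peaks. The authors' local background at peaks was raised along chromosome 1 in both lists, where 49.97% of NSC and 71.6% of AST peaks lay above 1.1 times the usual level.

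With 20 chromosomes compared, about 1 interval would miss the genome-wide share by counting error alone. Over the alternative settings, the interval stayed on its side of the genome-wide share in 9 of 9 for chromosome 11, 8 of 8 for X, 8 of 9 for chromosomes 3 and 19, 7 of 9 for chromosome 7, 6 of 8 for chromosome 1, 5 of 9 for chromosome 8 and 3 of 9 for chromosome 6. At a −log10 q of at least 10, chromosome 8 lay above the genome-wide share (75.9% against 74.4%), though its interval (70.9 to 80.4) included that share. With lists of equal length chromosome 1 lay close to the genome-wide share (51.2% against 50.2%). The intervals of chromosomes 2 and 5 came to lie above the genome-wide share with lists of equal length and without chromosome 1. That of chromosome 12 came to lie below it with autosomes alone.

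**Figure D3:**
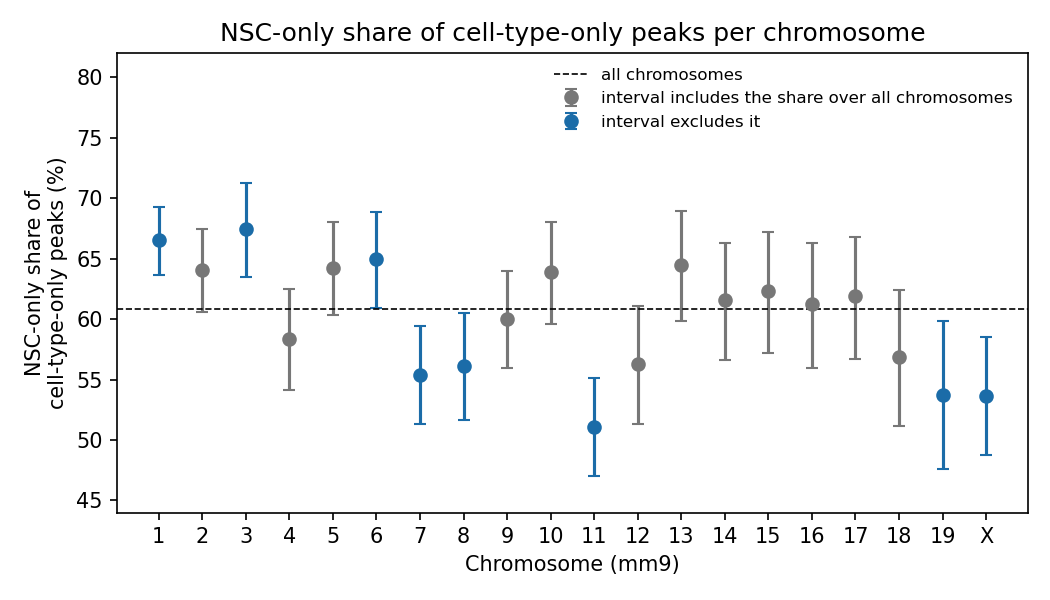
NSC-only peaks as a percentage of all cell-type-only Rad21 peaks (vertical axis, drawn from 44% to 82%) on each chromosome (horizontal axis, mm9), with exact 95% binomial intervals. Chromosomes whose interval excludes the genome-wide 60.9% (dashed line) are in blue: 1, 3 and 6 above it, and 7, 8, 11, 19 and X below it.

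Sites of both cell types gathered in particular 1 Mb windows. A window with any peak held a median of 7 NSC or 6 AST peaks, and the fullest held 32 and 30. In NSCs the fullest windows were chromosome 15 at 78 to 79 Mb (32 peaks, 17 shared), chromosome 19 at 10 to 11 Mb (31, 20 shared) and chromosome 1 at 137 to 138 Mb (30, 23 shared). In ASTs they were the same chromosome 1 window (30 peaks, 23 shared), chromosome 11 at 3 to 4 Mb (29, 13 shared) and chromosome 1 at 90 to 91 Mb (27, 15 shared).

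NSC-only peaks were most numerous on chromosome 1 at 64 to 65 Mb (15 of 22 peaks), on chromosome 15 at 78 to 79 Mb (15 of 32) and on chromosome 1 at 90 to 91 Mb (14 of 29). AST-only peaks were most numerous on chromosome 11 at 3 to 4 Mb (16 of 29), on chromosome 1 at 90 to 91 Mb (12 of 27) and on chromosome 11 at 104 to 105 Mb (12 of 20). In the last window all 8 NSC peaks were shared. In the first, the median background of the AST-only peaks was 42.1 fragments against the usual 2.63 of the list, and 12 of the 16 had a background over 10. Over 10 alternative settings, of which 1 leaves out chromosome 1, the NSC-only windows stayed among the leading 3 in 6, 9 and 5, in the order given, and the AST-only windows in 7, 9 and 10.

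The window at 104 to 105 Mb of chromosome 11 held the densest run of AST-only sites. Within 35.2 kb, from 104376720 to 104411909 (mm9), there were 11 AST-only peaks, with fold enrichments of 3.62 to 27.0, widths of 203 to 358 bp and a median background of 2.63. A single NSC peak lay there, at 104390621 to 104390786, overlapping the only shared AST peak of the run. With the shared and AST-only labels shuffled among AST peaks 1000 times, no shuffle gave 11 AST-only peaks within 50 kb, and the highest gave 10. The densest NSC-only run had 6 peaks within 43.98 kb on chromosome 1, from 59537969 to 59581943, and 785 of 1000 shuffles gave as many. Peaks of background over 10 were left out of this search, which was added after the data had been seen.

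**Figure D4:**
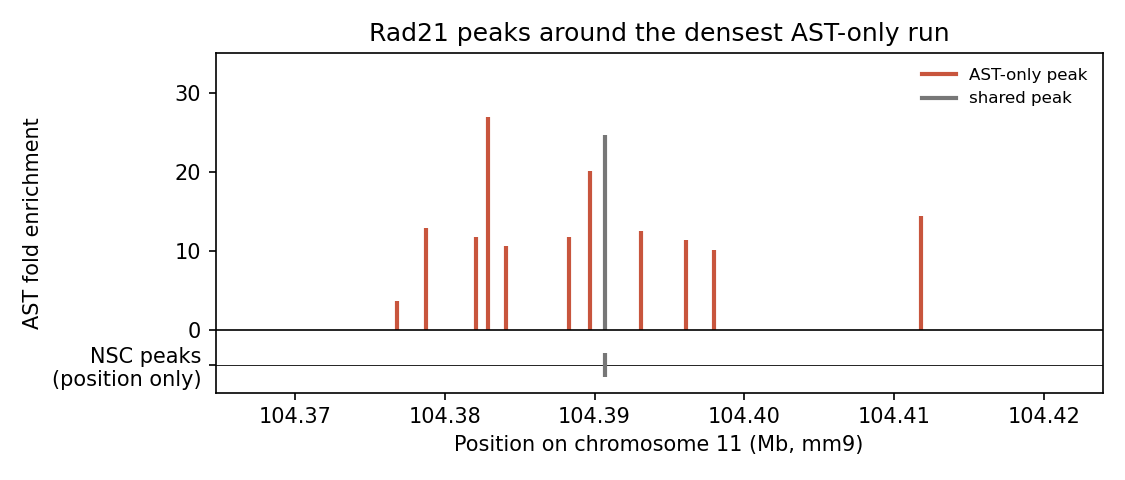
Rad21 peaks around the run of AST-only peaks on chromosome 11 (position in Mb, mm9, horizontal axis), with each AST peak drawn to its fold enrichment (vertical axis) and NSC peaks marked by position alone on the lower line. The 11 AST-only peaks are in red, and the 1 AST peak shared with NSCs is in grey above the only NSC peak.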

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

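The tests in this part were chosen after the patterns had been seen, and the prediction was written before the result was known only for the summit position of all 133 strong AST-only peaks.

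The background that the caller assigned to peaks, which is not a deposited column and was not part of the planned comparisons, was raised along chromosome 1, and each fold enrichment there is relative to it. It was above 1.1 times the usual level at 49.97% of NSC peaks (47.6 to 52.3) and 71.6% of AST peaks (69.2 to 74.0) on that chromosome, while the highest of the other 19 was 28.7% in NSCs and 34.4% in ASTs. A few amplified or repeated segments do not account for it: without peaks over 2 times the usual background, 68.5% of AST peaks on chromosome 1 were still raised, against at most 32.3% elsewhere, and in NSCs it was 45.6% against at most 24.5%. Extra copies of the chromosome in some of the cultured cells may explain it, since 100% of its 38 windows of 10 Mb, 19 per list, lay above the 95th percentile of windows elsewhere. Copy number was not measured here, and as both cell types show the pattern, no explanation by cell type was tested.

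The 133 strong AST-only peaks were alike in the position of the summit within the peak, whose SD as a fraction of the width was 0.0314, against at least 0.0684 in 10000 draws of as many shared AST peaks matched on fold enrichment. Since these draws held wider peaks, the 125 under 250 bp were also set against shared AST peaks under 250 bp, where the SD was 0.0196 against at least 0.0296. A read pile-up of fixed shape may account for many of them, though what would form it was not tested. The median background was 1.00 times the usual level, which decides nothing about raised background. The peaks were chosen by fold enrichment, a ratio to that background, and the usual level was taken from peaks of fold enrichment over 8. The values argue against low depth in the NSC library, since 0.744% of strong AST peaks of 250 bp or more were missing there. Rad21 binding in ASTs alone stays open, as 1 library per cell type cannot separate a property of the library from one of the cells: that 2.26% of the 133 had an NSC peak within 1 kb is nearly fixed by their selection and decides nothing, and the uniform widths predicted with it for the 64 strong NSC-only peaks were not found (SD 67.9 bp, with fold-matched draws from 46.3 bp upward).

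The 16 AST-only peaks at 3 to 4 Mb of chromosome 11 had a median background 16.0 times the usual level, so a high local background is a candidate explanation for this window's rank. Without peaks of background over 10, the most AST-only peaks in any window fell to 12. Whether the same signal was called at nearby positions in NSCs stays open, as 50% of the 16 (24.7 to 75.3) had an NSC peak within 5 kb. AST-only binding there was not tested separately.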

How the results depend on the processing

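Of 295 values recomputed under alternative settings, 195 stayed within their counting interval, or for counts within 1.5 times, and 100 moved beyond it. Under each overlap rule, threshold and list length tried, the highest bin was shared more often than the lowest. The order of the strong-peak shares turned at a −log10 q of at least 10, with 12.6% of NSC and 11.4% of AST strong peaks missing from the other list. The threshold cut both lists, to 11879 NSC and 8524 AST peaks. A strong peak then also counted as missing when its partner fell below the threshold. The turn therefore does not show that these strong NSC sites lack a peak in the full AST list, where 1.85% did. Missing shares of strong AST peaks ran from 30.6% to 39.1% for narrow and from 0.651% to 2.05% for wider ones, and those of strong NSC peaks from 3.39% to 31.6% and from 1.71% to 11.6%. Chromosome 8 passed from below to above the genome-wide NSC-only share at a −log10 q of at least 10. Its interval there, 70.9 to 80.4, included the genome-wide 74.4%, so the change of side lay within counting error. Settings marked as added were chosen after the data had been seen. The cause of a move was not tested unless the setting itself removes peaks or changes the overlap rule. What depth limits was not measured, as read totals were not given in the sources used here. No paired analysis was possible because each group had 1 library. The planned results on transcription start sites, gene lists and the CTCF motif were not run.

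At a −log10 q of at least 5, the shared share was 67.1% in NSCs and 76.6% in ASTs, in the lowest bin 38.9% and 62.4%, and in the highest NSC bin 95.6%, with median gaps of 70.9 and 80.8 kb. At a −log10 q of at least 10, 11879 NSC and 8524 AST peaks were left, of which 56.9% and 79.4% were shared. The lowest AST bin then had 69.2%, the highest bins 89.6% in NSCs and 88.0% in ASTs, and the median gaps were 91.4 and 129.2 kb. There were 1756 AST-only peaks, the NSC-only share was 74.4%, and the fullest NSC window held 21 peaks. That count and that share include peaks whose partner fell below the threshold.

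With lists of equal length, 72.1% of NSC and 72.3% of AST peaks were shared, 44.01% and 52.0% in the lowest bins and 97.5% in the highest NSC bin. The NSC median gap was 67.7 kb and the NSC-only share (added) 50.2%. As overlaps are nearly 1 to 1, equal lengths bring the shares of the cell types together by construction. With reciprocal overlap, the shared shares were 60.2% and 68.5%, in the lowest bins 27.8% and 47.3%, in the highest 88.9% and 86.2%, and the NSC-only share (added) was 59.1%. Gaps of up to 1 kb gave 67.3% and 75.8%, and 36.4% and 59.1% in the lowest bins. Summits within 200 bp moved none of these.

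Merging peaks under 1 kb apart gave median gaps of 62.8 kb in NSCs and 70.6 kb in ASTs. Local random moves gave a chance share of 0.441% in NSCs and 0.505% in ASTs. Among added settings, 74.0% of AST peaks were shared without peaks of background over 10. Without strong narrow peaks it was 63.7% of NSC peaks, 93.3% in the highest NSC bin, and 73.9% of AST peaks. Without chromosome 1 it was 66.3% of NSC peaks and 33.1% in their lowest bin. Peaks of high background and strong narrow peaks were removed from both lists, so remaining peaks lost partners. AST-only peaks rose from 4083 to 4181 without peaks of background over 10. The moves under these removals therefore decide nothing about the removed peaks. Of the other results, for single chromosomes and strong peaks, 53 moved and 123 did not.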

Other observations

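Of the tests in this part, the prediction for the distance to shared peaks was written before its result was known, and the counts of peaks with high background were chosen after the data had been seen.

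Cell-type-only sites may lie in the same regions as shared sites. The median distance from an NSC-only peak to the nearest shared NSC peak was 48.9 kb, below the 102 to 119.6 kb of 1000 random placements. From an AST-only peak to the nearest shared AST peak it was 49.7 kb, below the 99.6 to 129 kb of its random placements. Among shared peaks the nearest other shared peak lay at a median of 39.7 kb in NSCs and 39.4 kb in ASTs. Within 10 kb of a shared peak lay 18.4% of NSC-only and 16.6% of AST-only peaks. Without peaks of background over 10 the medians were 49.1 and 49.4 kb. Random placement ignores which parts of chromosomes can be aligned or hold genes, so the test does not separate a tie to shared sites from a preference of all sites for the same regions.

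The limit of 10 fragments was the same in both lists, while the usual background was 3.22 in NSCs and 2.63 in ASTs. It was thus a higher limit relative to the usual level in ASTs. Peaks with a background over 10 numbered 193 in NSCs and 55 in ASTs. Of these, 81.9% of the NSC peaks and 27.3% of the AST peaks were shared. In NSCs the most lay on chromosome 17 at 39 to 40 Mb (8 peaks, all shared), and in ASTs on chromosome 11 at 3 to 4 Mb (15 peaks, 3 shared). Their fold enrichments there were 1.72 to 3.16 and 1.65 to 2.56.

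The run of 11 AST-only peaks on chromosome 11 held 2 of the 133 AST-only peaks of fold enrichment 15 or more.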
